A study of Nothobranchius furzeri with 228 samples. Its data were reported in "Reduced proteasome activity in the aging brain results in ribosome stoichiometry loss and aggregation" (2020).

How the data were processed

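RNA-seq was carried out on fin clips of 114 male *Nothobranchius furzeri* of strain MZM-0410, taken from each fish at 10 and at 20 weeks of age. Per the labels, libraries were made with the TruSeq RNA v2 kit, which does not mark the strand, so that overlapping genes on opposite strands, like close paralogs, cannot be fully told apart. The submitters' processing notes name bcl2fastq 1.8.4, TopHat2 2.1.0 and featureCounts 1.5.0. For these libraries the study refers to earlier work, and the genome build and annotation used for them are not given in the sources used here. The values deposited by the authors are whole-number counts per gene and library, without normalization. All 228 columns of the count table matched 1 sample each by their description. Total counts ranged from 15854100 to 37764100 per library, and the 10 most abundant genes held 27.4% of the counts on average. No 2 libraries held identical counts. The closest 2 libraries of an age differed by more than sampling noise, with a chi-square per degree of freedom of 16.1 at 10 weeks and 13.5 at 20 weeks. TMM factors lay between 0.639 and 1.17, with 4 libraries of 4 fish under 0.8.

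Gene identifiers were used as deposited. None of them was found in the reference gene table (assembly NfurGRZ-RIMD1; 0 of 26739 matched), and the files do not pair them with names. The mapping of identifiers to gene names that the study made was not used here. The planned tests of gene lists, of the proteasome and of cell type markers were therefore not run. The rule for named genes, fixed at the same time as the tests and the range limits below, took, for the age comparison, genes with an adjusted p under 0.05, a mean CPM of at least 5 and the same direction in at least 75% of fish, ordered by log2 fold change. For mortality it took the genes with the lowest p in each direction and a mean normalized count of at least 50. Its condition that a gene has a symbol could not be met. The first 2 genes of each direction are given for the age comparison and for the change, and the latter are followed through the models of the levels, where the genes with the lowest p are not listed.

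Samples were paired by the fish named in the labels. The deviations from the age means of the 2 samples of a fish had a mean correlation of 0.233, against -0.00154 for samples of different fish at the 2 ages. Consecutive fish of an age had a higher mean correlation, 0.299 at 10 weeks and 0.309 at 20 weeks. Only 24 of 114 fish had their own 20-week sample as best match of the 10-week sample. These means therefore do not check the pairing of single fish, which was examined as described below. Genes with too few counts were removed with edgeR's filterByExpr, which left 17116 genes holding 99.9% of counts. The age comparison used edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM factors and the fish as a block, two-sided, with Benjamini-Hochberg adjustment at 0.05. The trend of the dispersion was estimated on every 20th gene and interpolated over mean abundance for the others. Standard errors of log2 fold changes were taken from the F statistic. CPM were computed from the TMM-scaled total of tested genes. Differences within fish of log2 CPM (prior count 1) were also tested with limma 3.58.1 with a mean-variance trend, over all fish, in each run of animal numbers and for differences between runs.

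For mortality, a Cox proportional hazards model was fitted per gene (survival 3.8.3, Efron ties, two-sided Wald test, Benjamini-Hochberg adjustment at 0.05), after the model in the methods of the study. Its covariate was the log2 ratio of counts normalized by DESeq2 size factors (DESeq2 1.42.0) at 20 against 10 weeks, with a pseudocount of 1, or the log2 level at either age. The fish without a known age at death was left out, and all other fish had died. The labels give no batch or date. Animal numbers were therefore examined as a possible batch, as 4 equal ranges (fixed before the data were examined) and as 3 runs (1 to 50, 51 to 84 and 85 to 116) and 12 consecutive groups of 8 to 10 fish with a known age at death (both chosen after seeing the data), used as strata of the Cox model. Resampling used 100 draws and the score test of the same model. Over the genes that a model called, coefficients were also compared with those of the same genes with other strata or with early deaths left out.

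To check that the 2 samples of a fish belong together, the fish were divided into 10 blocks of consecutive numbers. For each block, the 300 genes with the highest correlation between the 2 ages in the other fish, after removal of the mean of neighbouring fish, were used to correlate each sample of the block with all samples of the other age. A fish was called unmatched when neither of its samples had its labelled counterpart as best match. In a simulated exchange of the samples of 10 fish, all 10 were found and 0 others became unmatched.

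The tests were run on simulated counts of 2000 genes with 200 changed. The blocked edgeR test of 20 against 10 weeks recovered 82% of genes changed by 0.25 and 100% of those changed by 0.5 on the log2 scale. For changes tied to the age at death within a run, the Cox model with 3 runs as strata recovered 66% of genes with an effect of 0.25 and 99% of those with 0.5 (log2 units per SD of the age at death), against 38% and 98% without strata. The simulated genes were independent, with a single dispersion and no state shared by neighbouring fish or runs. Effects were alike in all runs, and a larger share of genes was used for the trend of the dispersion. These shares are therefore not the power of the tests on the real data. Alternatives covered the block, the normalization, the filter, the pseudocount, the test, library depth, fish that died by week 24, the strata above, libraries with a TMM factor under 0.8 and the unmatched fish.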

Results

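The dataset consisted of 228 RNA-seq libraries from fin clips of 114 male *Nothobranchius furzeri*, the turquoise killifish, of the wild-derived strain MZM-0410. Each fish was clipped at 10 weeks and again at 20 weeks of age and then followed until death, so that the 2 age groups hold 114 samples each and every fish serves as its own reference. The total count per library was 24007900 ± 3921270 (SD, n = 114) at 10 weeks and 23438100 ± 3797290 (SD, n = 114) at 20 weeks, with a range over all libraries from 15854100 to 37764100. Of 26739 annotated genes, 3544 had no count in any library and 17116 were abundant enough to be tested. Genes carry only genebuild identifiers in the count table, which does not pair them with names. Groups of genes such as the proteasome or markers of cell types are therefore not analysed here, and 8 genes are named by identifier.

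The age at death was known for all but 1 of the 114 fish. The median was 310.0 days, with a range from 143 to 521 days, and 9 fish died within the first 24 weeks, soon after the second clip. Age at death was not evenly spread over the numbers that the fish carry in the labels. Fish 1 to 50 died at a median of 311 days (n = 48), fish 51 to 84 at 217 days (n = 34) and fish 85 and above at 409 days (n = 31). This difference between the 3 runs of animal numbers was larger than chance reassignment gave in a permutation test of log-rank scores (p = 1e-05, the smallest value that 100000 permutations can give). The test is for any difference among the groups. The limits of the runs were set after the expression data had been seen. The 4 equal ranges of the animal numbers, which had been fixed earlier, gave the same smallest p (p = 1e-05), with medians of 367, 302, 258 and 394 days. The labels do not say what the numbers stand for, such as hatching dates, tanks or days of clipping.

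**Figure D1:**
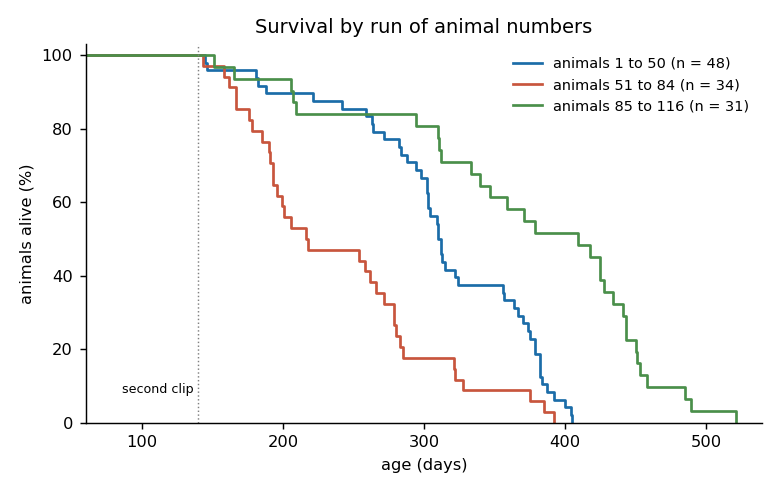
Percent of fish alive (y axis) against age in days (x axis), one line for each of 3 runs of animal numbers, with a dotted line at the second clip. Fish 51 to 84 died earliest, at a median of 217 days, and fish 85 and above latest, at a median of 409 days.

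The first comparison asked which transcripts of the fin changed between 10 and 20 weeks within the same fish. Each 20-week sample was also the second clip of its fish and was taken later. Age therefore cannot be told apart from clip order or date in this comparison. Genes are named here from those with a mean of at least 5 CPM (counts scaled to library size) that changed in the same direction in at least 75% of fish, in the order of their log2 fold change. Nfu_g_1_022498 fell from 1144 ± 706 CPM (SD, n = 114) to 394 ± 348, a log2 fold change of -2.07 (SE 0.18, adjusted p = 7.42e-19), and was higher at 20 weeks in only 5 of 114 fish. Nfu_g_1_015191 fell from 2891 ± 1469 CPM to 995 ± 716, a log2 fold change of -2.05 (SE 0.17, adjusted p = 3.27e-20), and was higher in only 3 fish. Among the genes that rose, Nfu_g_1_007509 went from 18 ± 11 CPM to 48.5 ± 25.4, a log2 fold change of 1.5 (SE 0.08, adjusted p = 3.04e-34), and was lower in only 1 fish. Nfu_g_1_006434, a gene of low abundance, went from 1.47 ± 1.46 CPM to 8.95 ± 22.9, a log2 fold change of 1.76 (SE 0.17, adjusted p = 1.14e-16), and was higher in 95 fish. Its medians were 1.01 and 3.16 CPM. A single fish had 214.7 CPM at 20 weeks; without it the mean at 20 weeks was 7.12 ± 12.2 CPM and the mean over both ages 4.30 CPM, under the limit for naming, while the mean log2 change went from 1.73 to 1.67. These adjusted p-values come from edgeR's quasi-likelihood test with the animal as a block and Benjamini-Hochberg adjustment. The test takes fish as independent, although fish with neighbouring numbers were alike in expression, as described below. Its p-values therefore do not measure how far a change holds across groups of fish.

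Changes of this size were rare. Of the 17116 genes tested, 10538 (61.6%) changed at an adjusted p under 0.05, 5482 towards higher and 5056 towards lower levels at 20 weeks, but their median absolute log2 change was 0.23. Only 4988 of these genes (47.3%) had a mean change of the same sign in all 3 runs of animal numbers. A change over 0.5 on the log2 scale was found for 1366 genes, of which 570 rose and 796 fell. Beyond a log2 change of 1 there were 151 genes, of which 40 rose. In the median called gene, 65.8% of the fish moved in the direction of the mean, and 1745 called genes moved the same way in at least 75% of the fish. The spread between fish was larger at 20 weeks for 68% of the tested genes, with a median SD of log2 CPM of 0.43 against 0.39 at 10 weeks, without a test of this difference. These SDs include differences between runs and libraries with a low TMM factor. The factors under 0.8 were 0.792, 0.639 and 0.736 at 20 weeks and 0.718 at 10 weeks.

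The size of the change between the clips depended on the run of animal numbers. Nfu_g_1_015191 fell by a mean log2 of -1.13 ± 0.90 (SD, n = 48) in fish 1 to 50, -4.31 ± 1.76 (SD, n = 34) in fish 51 to 84 and -1.66 ± 0.61 (SD, n = 32) in fish 85 and above. Nfu_g_1_022498 followed the same order, with -1.17 ± 1.32, -4.07 ± 1.87 and -1.86 ± 0.99. The mean log2 change of Nfu_g_1_006434 was 1.54 ± 1.55, 3.10 ± 1.52 and 0.54 ± 1.14 in the same runs, whereas Nfu_g_1_007509 rose to a like extent in all of them, by 1.38 ± 0.89, 1.62 ± 0.64 and 1.58 ± 0.99. Each of these 4 genes passed the threshold within each run in limma's test on the differences within animals. Over all genes, the change differed between the 3 runs for 14206 genes (83% of those tested, limma, adjusted p under 0.05), and between the 4 equal ranges for 11852 genes. Tested one run at a time with limma, 4686, 12317 and 12381 genes changed. Only 1346 genes changed in the same direction in each run, 666 upwards and 680 downwards, whereas 5075 genes were called in opposite directions in 2 runs. The correlation of mean changes across genes was 0.37 between the runs of fish 1 to 50 and 51 to 84, 0.28 between fish 1 to 50 and fish 85 and above, and 0.03 between fish 51 to 84 and fish 85 and above. These are correlations across genes, which are not independent replicates.

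**Figure D2:**
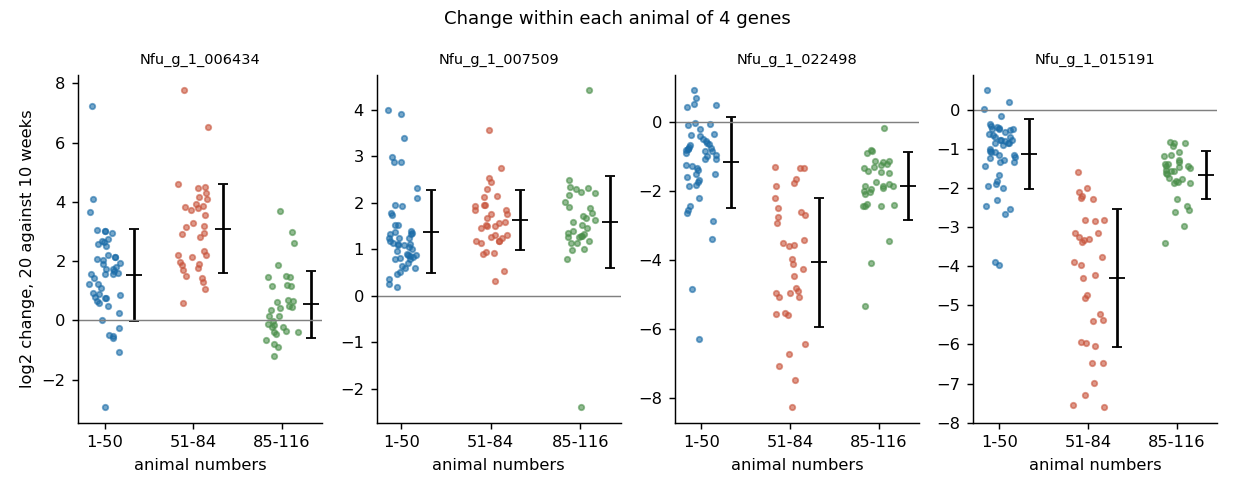
Log2 change from 10 to 20 weeks (y axis) of 4 genes, one point per fish, by run of animal numbers (x axis), with black marks for the mean and 1 SD of each run. Nfu_g_1_007509 rose to a like extent in all runs, while the falls of Nfu_g_1_022498 and Nfu_g_1_015191 were steepest in fish 51 to 84.

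The second comparison addressed whether the change of a transcript between the 2 clips was related to the lifespan of the individual fish. A Cox model was fitted per gene in the fish with a known age at death. Among genes with a mean normalized count of at least 50, Nfu_g_1_011830 and Nfu_g_1_002853 had the lowest p-values of those whose rise went with a higher risk. Each log2 unit of increase in Nfu_g_1_011830 went with a hazard ratio of 8.94 (95% confidence interval 4.90 to 16.3), or 2.41 per SD of the change (adjusted p = 6.53e-09). For Nfu_g_1_002853 the hazard ratio was 3.99 (2.69 to 5.93), or 2.21 per SD (adjusted p = 1.37e-08). In the other direction, a more positive change of Nfu_g_1_017264 went with a hazard ratio of 0.562 (0.481 to 0.658), or 0.497 per SD. That of Nfu_g_1_005373 went with 0.671 (0.601 to 0.749), or 0.481 per SD. On average these 2 genes fell, with mean log2 changes of -0.81 and -1.84, so that a more positive change was often a smaller fall. Both had an adjusted p of 6.53e-09. In total, the change of 8460 genes (49.4% of those tested) was associated with mortality, with a higher risk at larger increases for 4159 genes and a lower risk for 4301.

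The changes of the named genes differed between the runs of animal numbers. The log2 change of Nfu_g_1_011830 had a mean of 0.12 ± 0.31 (SD, n = 48) in fish 1 to 50, 0.32 ± 0.22 (SD, n = 34) in fish 51 to 84, which died earliest, and -0.48 ± 0.12 (SD, n = 31) in fish 85 and above, which died latest. That of Nfu_g_1_005373 was -1.09 ± 1.28, -3.95 ± 1.23 and -0.68 ± 1.02. When fish were compared only with fish of their own run, by using the 3 runs as strata, the Cox model called 0 genes (lowest adjusted p = 0.0922), with 1331 genes (7.78%) at an unadjusted p under 0.05. Over the 8460 genes called without strata, the coefficient with the 3 runs as strata had a median of 30.5% of that without, with an interquartile range from 14.05% to 45.5%, and the same sign for 7509 genes. With the 4 equal ranges of animal numbers as strata, it called 32 genes. The 3 runs on their own gave 7, 0 and 0 genes in the Cox model, with 2890, 658 and 1841 at an unadjusted p under 0.05. The 4 named genes kept their direction under the strata of 3 runs, with hazard ratios of 6.49 (2.75 to 15.3) for Nfu_g_1_011830, 2.73 (1.64 to 4.54) for Nfu_g_1_002853, 0.621 (0.492 to 0.784) for Nfu_g_1_017264 and 0.674 (0.557 to 0.815) for Nfu_g_1_005373. Their adjusted p-values were then 0.0922, 0.130, 0.105 and 0.105.

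**Figure D3:**
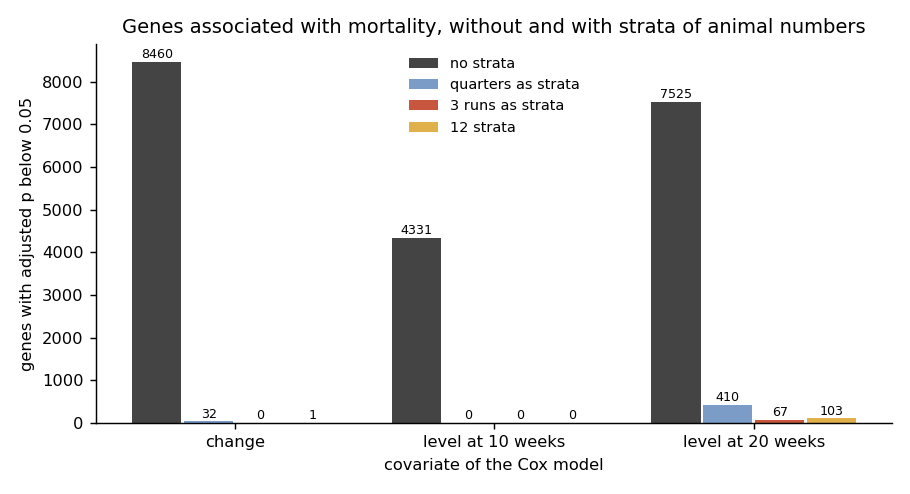
Number of genes associated with mortality at an adjusted p under 0.05 (y axis) in Cox models of the change and of the level at each age (x axis), without strata and with 4 equal ranges, 3 runs or 12 consecutive groups of animal numbers as strata. The 8460 genes of the change dropped to 32, 0 and 1.

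The levels at each age were then tested separately, to see which clip carried the association. At 10 weeks, the level of 4331 genes was associated with mortality, and at 20 weeks that of 7525. For 2421 genes both levels were called, and for 1815 of these the coefficients had opposite signs. Across all tested genes, which are not independent replicates, the coefficients at 10 and 20 weeks had a correlation of -0.314 without strata and of 0.120 with the 3 runs as strata. The negative correlation was thus not seen with these strata, which does not exclude opposite directions for single genes. The named genes differed in this respect. A higher level of Nfu_g_1_011830 went with a hazard ratio of 0.140 per log2 unit at 10 weeks (0.0573 to 0.342, adjusted p = 0.000866) and of 13.7 at 20 weeks (6.20 to 30.3, adjusted p = 1.66e-08). The level of Nfu_g_1_005373 had a hazard ratio of 1.02 at 10 weeks (0.787 to 1.32, adjusted p = 0.928) and of 0.651 at 20 weeks (0.580 to 0.731, adjusted p = 5.15e-10). With the 3 runs as strata, the hazard ratio of Nfu_g_1_011830 was 0.80 at 10 weeks (0.271 to 2.36, unadjusted p = 0.687), no longer past the threshold, and 7.96 at 20 weeks (3.06 to 20.8).

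The levels were also tested within runs. With the 3 runs as strata, the Cox model called 0 genes for the level at 10 weeks, with 294 (1.72%) at an unadjusted p under 0.05. For the level at 20 weeks it called 67 genes, and 2405 (14.1%) had an unadjusted p under 0.05. With the 12 groups as strata it called 0.602% of the tested genes, 37 of the 67 among them, and 3 genes when the unmatched fish described last were left out as well. A group of the 12 spans the limit between fish 84 and fish 85, so that these counts are not strictly within runs. A difference between the ages was not shown within runs. With both levels in 1 model, as the change beside the mean level, the Cox model called 0 genes with the 3 runs as strata (lowest adjusted p = 0.321, 1341 genes at an unadjusted p under 0.05). A higher level went with a higher risk for 23 of the 67 genes, of which 11 rose and 2 fell between the clips. It went with a lower risk for 44, of which 3 rose and 27 fell. All 4 genes named for the change were among the 67, with adjusted p-values of 0.0167 for Nfu_g_1_011830, 0.0451 for Nfu_g_1_002853, 0.0195 for Nfu_g_1_017264 and 0.0167 for Nfu_g_1_005373. The change contains the level at 20 weeks of the same fish, so that this overlap is partly built in and is not separate support. Without the 9 fish that died by week 24, the model of the level at 20 weeks with the 3 runs as strata called 8 genes, and 1964 (11.5%) had an unadjusted p under 0.05. All 67 genes then kept their direction at an unadjusted p under 0.05, with a median coefficient of 91.4% of that with these fish. Of the 4 named genes, Nfu_g_1_011830 was still called (hazard ratio 10.7, adjusted p = 0.0175), whereas Nfu_g_1_002853 (3.01, adjusted p = 0.126), Nfu_g_1_017264 (0.667, adjusted p = 0.219) and Nfu_g_1_005373 (0.712, adjusted p = 0.185) were not. Run by run, the Cox model called 207, 0 and 0 genes, with 3615, 1072 and 1286 at an unadjusted p under 0.05.

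Principal component analysis of the changes placed fish with neighbouring numbers close to each other on the first 2 components, but not on the third. The first component held 24.3% of the variance, the second 14.1% and the third 11.1%. Between fish with consecutive numbers, the first component was correlated with r = 0.776 and rho = 0.748 (permutation p = 1e-05 for both, the smallest possible, adjusted p = 1.5e-05 and 1.29e-05 over 9 components tested), and r was 0.760 without the 2 most distant fish. For the second component r was 0.821 and rho 0.826. The third component gave r = 0.115 and rho = 0.0426 (permutation p = 0.195 and 0.654). The share of a gene's variance that lay between 12 consecutive groups of animal numbers had a median of 35.9% for the change, 31.6% for the level at 10 weeks and 32.1% for the level at 20 weeks, against 8.17%, 8.19% and 9.71% after the numbers were shuffled. The first component of the change was correlated with age at death over all fish with a known age (r = 0.505, rho = 0.502, permutation p = 1e-05 for both, adjusted p = 8e-05 over 8 relations, r = 0.507 without the 2 most distant fish). Within the 3 runs, r was 0.189, 0.0830 and 0.352, with rho of 0.186, 0.0101 and 0.319 (permutation p of r = 0.201, 0.642 and 0.0517, adjusted p = 0.268, 0.734 and 0.138). No relation within a run passed the threshold, with fewer fish in each. Without the 2 most distant fish of each run, r was 0.150, 0.0337 and 0.498, the last close to the value over all fish. The second component was also correlated with age at death over all fish (r = 0.241, rho = 0.262, permutation p of r = 0.0101 and of rho = 0.00525, adjusted p = 0.0404 and 0.021, r = 0.235 without the 2 most distant fish). Within the 3 runs its r was 0.247, 0.00849 and -0.327 (rho of 0.241, 0.0437 and -0.321, permutation p of r = 0.0903, 0.962 and 0.0728, adjusted p = 0.144, 0.962 and 0.144), and 0.155, 0.0876 and -0.498 without the 2 most distant fish of each. The permutations of ages at death treat fish as exchangeable, although neighbouring fish were alike in expression and the runs differed in age at death. The p-values over all fish therefore do not measure chance among fish that share a state.

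**Figure D4:**
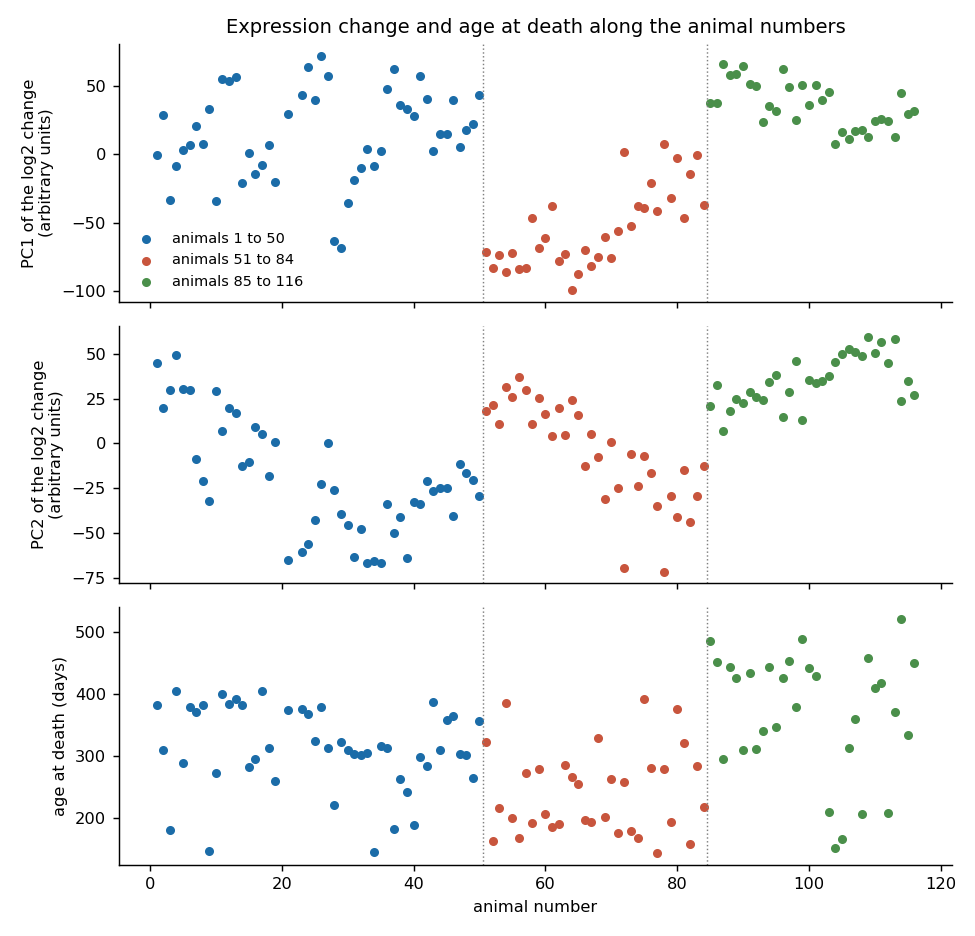
First and second principal components of the log2 change and age at death in days (y axes) against animal number (x axis), one point per fish, coloured by run. Dotted lines mark the limits of the runs. The first component steps at these limits, and by a like amount also inside the run of fish 1 to 50.

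The samples of a fish were also compared with each other, through 300 genes that kept their level within other fish. In all but 11 of the 114 fish, at least 1 of the 2 samples had the other as its best match, with a correlation of at least 0.666 (median 0.852). In the 11 fish neither sample had its labelled counterpart as best match, and the correlation of the labelled pair was between -0.235 and 0.335. For 9 of these, all with a number of at least 95, the 10-week sample matched the 20-week sample of another of the 9 fish, with a correlation between 0.807 and 0.896. The 1 fish in which Nfu_g_1_007509 was lower at 20 weeks was among these 9, with 47.9 CPM at 10 weeks and 9.13 CPM at 20 weeks, and the fish whose samples matched its own had 5.42 and 116.1 CPM. Fish 18 and 43 had no matching sample. Samples were kept as labelled in the results above. Without the 11 fish, 10461 genes changed between the ages (limma), and the counts for mortality were 8013 for the change, 2858 for the level at 10 weeks and 7532 for the level at 20 weeks.

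**Figure D5:**
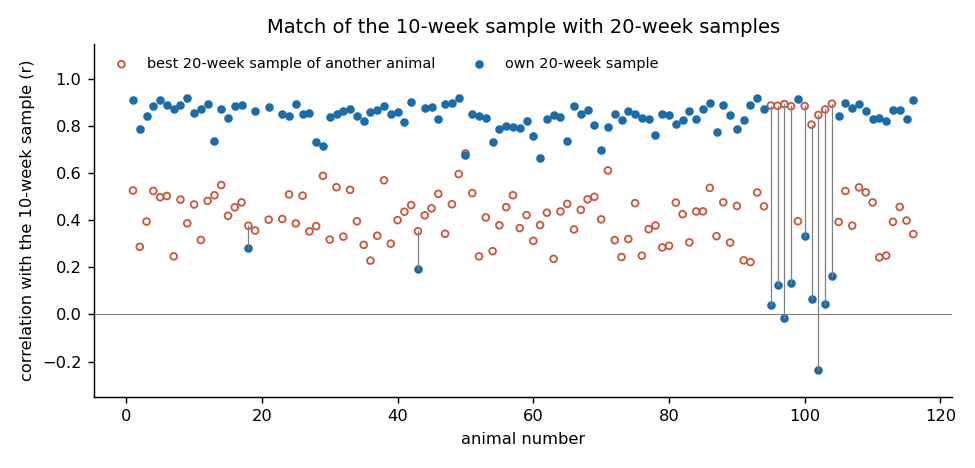
Correlation of each fish's 10-week sample (y axis) with its own 20-week sample (filled points) and with the best 20-week sample of another fish (open points), by animal number (x axis). Grey lines join the points of the 11 fish whose labelled samples did not match.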

Values the study reported

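The study reported a longitudinal RNA-seq dataset of fin biopsies at 10 and 20 weeks post-hatching from 159 killifish. Of these, 45 animals with 90 fin-clip datasets had been published before, and 228 newly sequenced samples came from 114 further animals of that cohort. All 159 animals had lived beyond 20 weeks.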

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

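The test of the difference between ages was added after the results were seen. When the mean level over both clips was included in the Cox model beside the change, which tests whether a gene's association with mortality differs between the levels at 10 and 20 weeks, 7946 genes passed an adjusted p under 0.05. With the 3 runs of animal numbers as strata, the Cox model called 0 genes, with 1341 (7.83%) at an unadjusted p under 0.05. Within runs, no difference between the ages passed the threshold.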

How the results depend on the processing

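Strata of 3 runs or 12 groups, single runs, combinations of 2 choices, and the omission of libraries with a low TMM factor or of unmatched fish were chosen after seeing the data. The other settings were fixed before. The 4 genes named for age kept their direction and passed the threshold under every setting run. The samples are paired by fish. Without the replicate block, 10166 genes changed between the ages in place of 10538, and the block changed no call of a named gene. Normalization, pseudocount, test, depth and, apart from the 1366 genes with a change between the ages over 0.5 on the log2 scale, the filter moved no count by over 1.5 times. Without a filter these became 2245, with 23195 genes tested. In fish 1 to 50, 51 to 84 and 85 and above alone, with limma, their number was 871, 5606 and 3831, and 4686 genes changed between the ages in fish 1 to 50 at any size. The cause was not tested.

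The counts of genes associated with mortality depended on the animal numbers. For the change (8460 genes), 4 equal ranges of animal numbers as strata left 32 genes, the 3 runs 0, the 12 groups 1, fish 1 to 50 alone 7, and each later run alone 0. For the level at 10 weeks (4331 genes), the Cox model gave 0 under each of these settings, with 294 at an unadjusted p under 0.05 for the 3 runs. For the level at 20 weeks (7525 genes, 43.96% of those tested), the 4 ranges left 2.40% of genes, the 3 runs 0.391% (67 genes), the 12 groups 0.602%, fish 1 to 50 alone 1.21%, and each later run alone 0. With 3 runs as strata, the 67 genes became 8 (0.0467%, 1964 genes at an unadjusted p under 0.05 against 2405) without fish that died by week 24 and 91 (0.532%) with the total count as a covariate. Single runs also hold fewer fish. Without the 11 unmatched fish, the level at 10 weeks gave 2858 genes. With the 3 runs or 12 groups as strata in addition, the Cox model gave 0 and 0 genes for the change (1420 and 1364 at an unadjusted p under 0.05), 0 and 0 for the level at 10 weeks (313 and 713), and 0.573% and 0.0175% of genes for the level at 20 weeks. The cause of these differences was not tested here, beyond the tests of runs given under the other observations.

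Cox coefficients of levels at 10 weeks changed sign for the 4 named genes under some settings, each with an adjusted p above 0.9. Nfu_g_1_011830 had 1.44 in fish 85 and above, and Nfu_g_1_002853 had 0.80 in fish 51 to 84. Nfu_g_1_017264 had -0.0285 with 3 runs as strata, -0.23 with 12 groups, -0.78 in fish 51 to 84 and -0.26 with 12 groups without unmatched fish. Nfu_g_1_005373, with 0.02 in all fish, had -0.038 with the 4 ranges, -0.028 without deaths by week 24, -0.031 with 12 groups, -0.23 in fish 51 to 84, -0.0093 in fish 85 and above, -0.014 without unmatched fish and -0.028 with 12 groups in addition. The cause was not tested. The alternatives listed beforehand for gene lists and the proteasome were not run, because the count table and the reference table used here do not pair the identifiers with names.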

Other observations

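The tests of chance, of runs of animal numbers, of exchange among neighbours, of neighbours within a run, of the first run, of depth on the change, of the size of coefficients, of leaving out random fish, and of exchange and depth of unmatched samples were chosen after results that bear on them had been seen. Those of early deaths on counts of genes, of depth on the other results, of a lasting difference between runs and of leaving out unmatched fish were set before their values were seen.

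The association between expression change and mortality may reflect in large part runs of animal numbers that share both an expression state and an age at death. The Cox model called 8460 genes in all fish and 0 with the 3 runs as strata (1331 at an unadjusted p under 0.05), and over the 8460 genes the median coefficient with strata was 30.5% of that without (interquartile range 14.05% to 45.5%), with a median standard error of 115.6% of that without. When ages at death were exchanged among the 8 to 10 fish of each group of neighbouring numbers, which breaks the link between a fish and its own lifespan, the score test still called a median of 5861 genes, with 3008 to 7692 over the draws, against 8396 for the real ages. Runs are not shown to account for the genes of lowest p, since the hazard ratio of Nfu_g_1_005373 was 0.674 with strata against 0.671, that of Nfu_g_1_017264 0.621 against 0.562, that of Nfu_g_1_011830 6.49 against 8.94 and that of Nfu_g_1_002853 2.73 against 3.99. These genes had been chosen for their low p on the same fish, so that their hazard ratios do not decide how much the runs account for. Library depth and fish close to death at the second clip are argued against as the whole cause, since 8511 genes were called with the ratio of total counts as a covariate and 8206 without fish that died by week 24, while what the runs stand for, and whether a process that differs between them shortens life, stays open and untested.

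The association of 67 genes with mortality at 20 weeks, found within runs, may rest in part on fish that were close to death at the second clip. Without the 9 fish that died by week 24, 8 of the 67 genes were called, which met the bound of under 50% set beforehand, and 2 of 100 omissions of as many fish of each run, the real one included, left as few genes in the score test (8, against a median of 46 and 6 to 316 in the random ones) or as low a median coefficient (91.4% of that in all fish, against 91.2% to 107.3%). All 67 genes kept their direction at an unadjusted p under 0.05 without these fish, but they had been chosen with them, so that how much rests on these fish stays open. Whether a state shared by neighbouring fish within a run is the cause stays open. An exchange of ages at death among neighbours of a run, in groups of 3 to 10 fish, gave a median of 0 and at most 44 genes against 78 in the score test. This argues only against a state shared by all fish of such a group as the whole cause. The exchange cannot test a state shared by fewer fish, because it breaks that state too. Within 1 such group, the first component of the level at 20 weeks ran from 44.7 to -32.4. The median coefficient of the 67 genes with 12 groups as strata was 106.5% of that with the 3 runs, with a standard error of 120.6%. Of the 67 genes, 37 were then called, and 2 without the unmatched fish (coefficient 105.5%, standard error 125.3%). These coefficients cannot decide the question, because a group spans the limit between fish 84 and fish 85 and so compares fish of different runs. The 67 genes had also been chosen on the same fish. Depth is argued against, since 91 genes were called with the total count as a covariate, while it stays open whether the runs share the association: across genes, which are not independent replicates, z values in the first run and in the 2 later runs together had a correlation of 0.0259, and 91 of 100 permutations within runs, the real order included, were as far from 0.

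The 2 samples of 11 fish did not match each other, and an exchange of samples between fish is a candidate explanation for 9 of them. These 9 fish, all numbered 95 or higher, formed 3 reciprocal pairs and 1 cycle of 3 fish, in which each 10-week sample matched the 20-week sample of the next with a correlation of at least 0.807, above the highest match between different fish elsewhere (0.685). Low depth is argued against, since 27 libraries of matched fish had lower total counts than any library of the 11 fish. For the other 2, numbers 18 and 43, an exchange with a sample outside the series cannot be told apart from another cause, because no outside sample was compared. Which of the 2 ages carries the other fish's label stays open, but leaving out the 11 fish did not bring back an association of the change within runs (0 genes in the Cox model, 1420 at an unadjusted p under 0.05).

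The change between the clips differed between runs for 14206 genes, and for 14125 with the ratio of total counts as a covariate. Samples of consecutive fish at 1 age were more alike than the 2 samples of a fish, by a mean difference in correlation of 0.0705 ± 0.239 (SD, n = 114). This mean includes the 11 fish whose labelled samples did not match, and it was not repeated without them. Differences between runs at 10 weeks and at 20 weeks were negatively correlated across genes for each pair of runs, the highest value being -0.0997.

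Chance was tested by 100 splits per result, the real one included, and 1 of 100, the real one, was as large in each. For the age comparison, limma called 10601 genes, against at most 1 when the 2 samples of random fish were swapped. Swapping all fish of a single run, however, still gave up to 9870 genes, which points to changes shared within runs. For differences between runs, 14206 genes against at most 1 in random groups of the same sizes do not test chance, since the limits of the runs had been set on these data. For the 4 equal ranges, fixed beforehand, random groups gave at most 2 genes against 11852. For mortality, the score test called 8396 genes for the change, 4262 for the level at 10 weeks and 7469 for the level at 20 weeks, against highest counts of 3787, 3338 and 747 after permutation of ages at death over all fish. Permutation gave no gene in 95, 92 and 96 of the other splits. These permutations and the swaps of random fish treat fish as independent, although neighbouring fish shared expression and the runs differed in age at death. They therefore do not give the chance of such counts among fish that share a state. For the level at 20 weeks with the 3 runs as strata, 78 genes were called by the score test, against at most 34 after permutation within runs and at most 44 after exchange among neighbours of a run.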
